# Tissue-Specific Profiling of Oxidative Stress-Associated Transcriptome in a Healthy Mouse Model

**DOI:** 10.3390/ijms19103174

**Published:** 2018-10-15

**Authors:** Jung Min Kim, Hyeong Geug Kim, Chang Gue Son

**Keywords:** oxidative stress, gene expression, transcriptome, tissue-specific variation

## Abstract

Oxidative stress is a common phenomenon and is linked to a wide range of diseases and pathological processes including aging. Tissue-specific variation in redox signaling and cellular responses to oxidative stress may be associated with vulnerability especially to age-related and chronic diseases. In order to provide a basis for tissue-specific difference, we examined the tissue-specific transcriptional features of 101 oxidative stress-associated genes in 10 different tissues and organs of healthy mice under physiological conditions. Microarray analysis results, which were consistent with quantitative polymerase chain reaction (qPCR) results, showed that catalase, Gpx3, and Gpx4 were most highly regulated in the liver, kidney, and testes. We also found the tissue-specific gene expression of SOD1 (liver and kidney), SOD2 (heart and muscle), and SOD3 (lung and kidney). The current results will serve as a reference for animal models and help advance our understanding of tissue-specific variability in oxidative stress-associated pathogenesis.

## 1. Introduction

Each organ and tissue is vulnerable to a variety of toxic agents and carcinogenic exposures. The various disease-associated phenomena that occur in different tissues result from their unique biological environments, which are affected by cellular composition, blood circulation, and the chance of exposure to pathogenic factors [1]. The production of reactive oxygen species (ROS) is unavoidable in all aerobic organisms, which derive their energy from the reduction of oxygen. Oxidative stress is therefore considered one of the key mediators in a wide range of pathological processes including inflammation, vascular disorders, cancer, and aging [2,3].

Aerobic organisms have evolved highly efficient and adaptive antioxidant defense mechanisms, and many reports indicate that antioxidant capacity and susceptibility to oxidative stress are highly tissue-specific [4,5]. Tissue-specific reductions in telomere length after treatment with an oxidative stressor (l-buthionine sulfoximine) are associated with the variable antioxidative capacity of each tissue [6]. Therefore, defining the oxidative stress-related characteristics of multiple organs can help elucidate the mechanisms of oxidative stress-associated pathogenesis in each organ or tissue.

On the other hand, it is known that gene expression varies more considerably across organs than across species and that tissue-specific transcriptome profiling tends to be associated with diseases [7]. There are several studies partially reporting tissue-specific gene expression or protein activity after exposure to toxic agents. For example, one group reported the differential expression of glutathione S-transferase (GST) isoenzymes in the liver, kidney, and testis in diabetic rats after treatment with streptozotocin [8]. Another group found that tissue-dependent toxicity was related to oxidative stress in fish exposed to 2,4-dichlorophenoxyacetic acid orazinphosmethyl [9]. In addition, one group reported a tissue-specific transcriptome resource of six different organs in starfish [10]. To date, however, no study has simultaneously compared the oxidative stress-related transcriptome in multiple organs under physiological condition especially in mice.

In order to provide a valuable resource for tissue-specific oxidative stress as an experimental model organism, the present study investigated the genome-wide expression profile of 10 different tissues/organs in healthy mice and identified tissue-specific features of the oxidative stress-associated transcriptome.

## 2. Results and Discussion

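Liver, kidney, heart, muscle, lung, stomach, spleen, thymus, cerebrum and testis of 5 male BALB/c mice were profiled on 50 arrays, 1 array per tissue and mouse. Each tissue was marked by genes of its own work. *Scgb1a1*, which encodes a secreted protein of airway club cells, was 9.51 higher on the log2 scale in the lung than in the mean of the other 9 tissues (standard error 0.10, n = 5 mice), and *Sftpc*, a surfactant protein gene, was 8.40 higher (standard error 0.07). In the stomach *Pgc*, which encodes a precursor of a gastric protease, was 8.68 higher (standard error 0.11), and the mucin gene *Muc5ac* was 7.92 higher (standard error 0.06). The airway chemokine gene *Cxcl15* was 9.06 higher in the lung, and *Anxa10*, an annexin gene of gastric epithelium, was 8.39 higher in the stomach. All 5 samples of the tissue were above all 45 samples of the other tissues for these 6 genes, which the rule that chose them required. The surfactant gene *Sftpa1* (6.74) and the lamellar body gene *Lamp3* (6.68) in the lung, and the keratinocyte genes *Krt1* (7.97) and *Krtdap* (7.92) in the stomach, differed in the same way.
The authors deposited 1 log2 value per transcript cluster (feature) of the Mouse Gene 1.0 ST array, made with robust multi-array average (RMA) normalization. Tissues were compared with limma, in which each tissue was set against the mean of the other 9, over 28853 features with Benjamini-Hochberg adjustment. Samples of the same tissue correlated at 0.967 or above over all features, and samples of different tissues at 0.671 to 0.951. Each of the 50 samples was closest to a sample of its own tissue. The within-tissue SD reached 0.3 for 18.7% of the features in the liver, the tissue with the largest share, and for 1.42% in the testis, the tissue with the smallest. The features carry no detection call, so a log2 value near the low end of the scale was read as a low signal and not as absence.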

We first verified the internal consistency of 50 data sets (ten different tissues of five different mice) and compared the results from 10 tissues using principal component analysis (PCA), which showed a distinct pattern of clustering by tissue. In total, 9131 genes with SD values <0.3 for all 10 tissues collected from five mice were selected from the initial pool of 28,853 genes. 

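At a within-tissue SD under 0.3 in every tissue and a tissue mean over 2-fold from the mean of the 10 tissues, 9110 of the 28853 features remained. The testis held the highest mean for 2050 of them (22.5%) and the lowest for 2727 (29.9%). The cerebrum followed with 1486 features (16.3%) at their highest and 1160 (12.7%) at their lowest. The heart held the highest mean for the fewest, 534. The fold criterion alone was met by 14574 features and the SD criterion alone by 19024. Of the 5464 features that were 2-fold but too variable, 1469 failed in the liver alone and 41 in the testis alone. *Gpx3*, with an SD of 0.43 in the liver and 0.76 in the thymus (n = 5 mice), was among the genes left out.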

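The heart and muscle share a contractile program, but their leading genes were not the same. *Myl2*, the ventricular myosin light chain gene, was 7.28 higher on the log2 scale in the heart than in the mean of the other 9 tissues (standard error 0.10, n = 5 mice), followed by *Tecrl* (7.13), *Ankrd1* (6.91), *Nppa* (6.79) and *Myh6* (6.65). In muscle the largest differences were those of *Trdn* (8.22), *Myh4* (8.12), *Neb* (7.45), *Myh1* (7.34) and *Atp2a1* (7.24), of which *Trdn* was also high in the heart (log2 signal 7.65). *Rag1*, which cuts antigen receptor genes in thymocytes, was 7.49 higher in the thymus (standard error 0.08), with *Ccr9* (6.79), *Themis* (6.57), *Prss16* (6.49) and *Cd3g* (6.37). In the spleen the immunoglobulin gene *Igkv10-96* was 7.03 higher (standard error 0.17), followed by the feature listed as *Adck1* (7.01), which stands among immunoglobulin kappa features in the listing of the array, the plasma cell gene *Jchain* (6.58), the complement receptor gene *Cr2* of B cells (6.46) and the red cell gene *Car1* (6.46). The liver was marked by the sulfotransferase gene *Sult2a8* (8.41), the urinary protein gene *Mup3* (8.16), the bile acid carrier gene *Slco1b2* (8.12) and *Cyp3a11* (8.07) and *Cyp2c29* (8.06), and the kidney by the androgen-regulated *Kap* (8.53), *Cltrn* (8.43), *Slc7a13* (8.05), *Acsm2* (7.97) and *Mep1a* (7.78).
Lists of cell markers went the same way. All 10 skeletal muscle genes were higher in muscle (camera adjusted p = 4.09e-15, and 1.17e-04 with an estimated correlation), and 9 of 10 thymocyte genes were higher in the thymus (adjusted p = 3.94e-11, and 0.00237 with an estimated correlation). Among B cell genes, 7 of the 7 measured were higher in the spleen (adjusted p = 1.25e-08, and 0.0108 with an estimated correlation), as were the 3 measured erythroid genes (adjusted p = 8.38e-04, but 0.107 with an estimated correlation). All 9 measured kidney tubule and podocyte genes were higher in the kidney (adjusted p = 4.59e-13, and 5.90e-04 with an estimated correlation). The 7 heart muscle genes in the heart (adjusted p = 2.87e-06) and the 8 measured hepatocyte genes in the liver (adjusted p = 1.15e-06) were all higher, but the camera tests did not pass with an estimated correlation (adjusted p = 0.180 and 0.155). Counts were the same adjusted over the list alone.
Over the 9110 features the Euclidean distance between tissue means was 71.5 for heart and muscle and 72.8 for spleen and thymus, the smallest of 45 pairs. The distance of liver and kidney, 104.4, ranked the fifth, after heart and lung (100.2) and lung and spleen (102.8). The largest distance between samples of the same tissue was 28.4, which is under the smallest distance between samples of different tissues, 70.8. The SD limit and the fold criterion that chose these features favour such a gap. Variance between tissues was 98.4% of the total on them and 96.0% over all features.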

The spleen and thymus, liver and kidney, and heart and muscle were most closely clustered (Supplementary Figure S1A). These transcript patterns were in accordance with the hierarchical clustering (HC) structure, reflecting the known similarity of biological functions between these tissues (Supplementary Figure S1B). In particular, the gene expression profiles of the cerebrum and testes were clearly distinct from those of the remaining tissues in the HC analysis and correlation matrix plot, as well as in PCA. These results are very similar to those of previous studies conducted with human organs [11], which supports the quality of the current transcriptome data and the relevance of these findings to the human context.

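In an average-linkage tree of tissue means over the 9110 features, heart joined muscle, spleen joined thymus, liver joined kidney, and lung joined stomach at a distance of 108.3. The lung and the stomach are both lined by secreting epithelium. Whether they share marker genes was not tested, since each marker list was written for a single tissue. The 7 lung epithelium genes had a mean log2 level of 10.13 in the lung and 3.92 in the stomach, and the 8 measured glandular stomach genes had 11.27 in the stomach and 3.73 in the lung. All 7 and all 8 were called higher in their own tissue (camera adjusted p = 4.33e-11 and 1.12e-14, and 1.05e-04 and 0.00207 with an estimated correlation). Of 6 forestomach genes, which mark the squamous part of the mouse stomach, 5 were higher in the stomach (adjusted p = 1.25e-08, and 0.00303 with an estimated correlation). All these counts held adjusted over the list alone. Pearson correlations between tissue means over the same features, not centred by gene, were 0.918 for heart and muscle and 0.918 for spleen and thymus. They were 0.831 for liver and kidney and 0.815 for lung and stomach. The paper states that the principal components accord with this structure and that it reflects known similarity of function between these tissues.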

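In the cerebrum the glutamate receptor gene *Gria2* was 7.00 higher on the log2 scale than in the mean of the other 9 tissues (standard error 0.09, n = 5 mice), and the GABA receptor gene *Gabrb2* was 6.92 higher (standard error 0.11). *Snap25* (6.76) and *Scn2a* (6.57), which serve transmitter release and the action potential, and the calcium sensor gene *Vsnl1* (6.74) followed. The testis stood out through genes of sperm formation. *Fabp9*, which encodes a lipid-binding protein of the sperm head, was 7.95 higher there (standard error 0.31), *Adam5* was 7.79 higher (standard error 0.20), and *Mael*, which keeps transposons silent in germ cells, was 7.64 higher (standard error 0.17). *Spata4* (7.58) and *Crisp2* (7.43) were next. All 10 germ cell genes were higher in the testis (camera adjusted p = 6.78e-07, but 0.155 with an estimated correlation) and all 7 measured genes of neurons and glia were higher in the cerebrum (adjusted p = 1.33e-07, and 0.00226 with an estimated correlation), with the same counts adjusted over the list alone.
By limma, 4133 features were at least 2-fold higher and 4281 at least 2-fold lower in the testis, and 2817 were higher and 2539 lower in the cerebrum. In the other 8 tissues the count of higher features lay between 1615 in muscle and 2359 in the spleen. These counts depend on the test. Against the nearest other tissue 2543 were higher and 353 lower in the testis, and 1459 and 95 in the cerebrum. With a limma test against a 2-fold difference (treat), 3728 were higher and 3026 lower in the testis. The testis lay at 136.1 ± 1.64 (SD, n = 5) on the first principal component, which held 26.2% of the variance, and the cerebrum at 102.4 ± 1.22 on the second, which held 18.3%. Liver (52.1) and kidney (56.3) lay opposite spleen (−51.6), thymus (−49.4) and cerebrum (−44.7) on the third. The nearest tissue to the testis was the thymus (distance 171.2, r = 0.529), and the nearest to the cerebrum was the heart (distance 144.3, r = 0.661). These r values are from tissue means not centred by gene. In the tree with 1 minus Pearson correlation, which uses centred values, testis and cerebrum joined each other first. Testis and cerebrum had the most features called by limma and the largest mean distances to the other tissues (177.5 and 157.4). This order did not hold among the rest, where the kidney (132.9) had 3226 called and the spleen (126.7) had 4225. Such a count does not give how many genes a tissue alone uses.

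**Figure D1:**
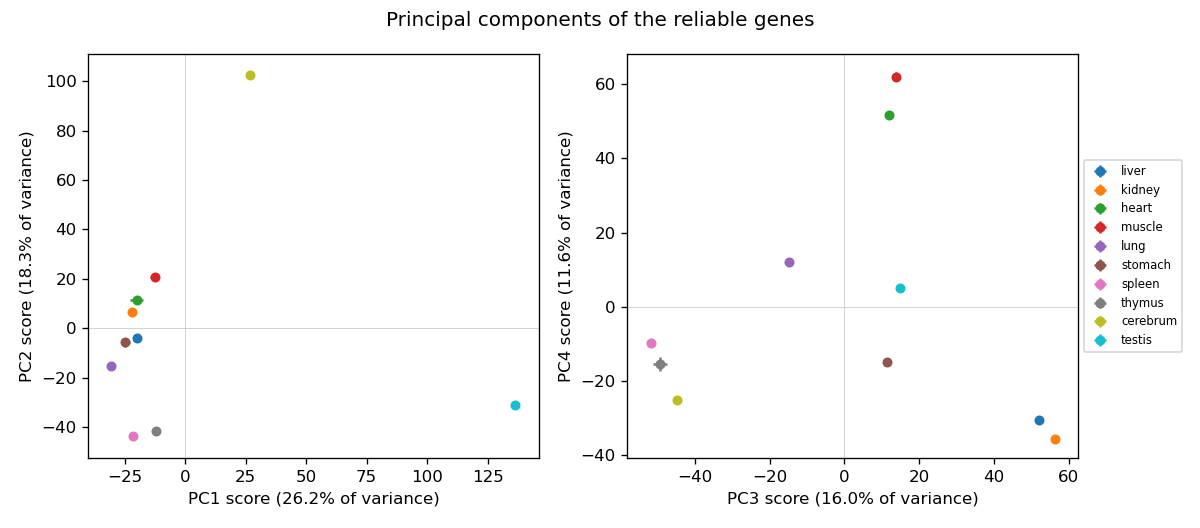
Scores of the 10 tissues on the first 4 principal components of the 9110 features, as the mean of 5 samples with the SD as bars. Testis lies alone at the right of the first component, at 136.1, and cerebrum alone at the top of the second, at 102.4.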

Identifying the differential transcriptomic features of various organs, tissues, and cell types is important in elucidating the physiology, pathology, and targets of treatments [12]. In the present study, we aimed to investigate the tissue-specific features of the oxidative stress-related transcriptome. We identified 101 oxidative stress-related genes from 9131 genes using the Gene Ontology (GO) database and the search term ‘response to oxidative stress’ (http://www.geneontology.org/). 

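Of the 101 genes of Table S1, 87 were matched by Entrez gene ID to a feature with 1 gene symbol, and the remaining 14 were not analysed here. Among those that stayed under 2-fold in every tissue, *Cst3*, the gene of a secreted protease inhibitor, had the highest mean signal, 1261, followed by *Sod1* with 559.4. At the low end *Gpx5*, an epididymal peroxidase gene, had a mean signal of 3.10, and *Trpa1*, an ion channel gene that senses oxidants, had 5.30. The mean signal over the 87 genes was 148.1. Signals of different genes come from different probes, so their order is only rough. The rule for reliable genes, applied to these features, was met by 32 of the 87 genes and not by the other 55. The list was chosen by the study on these same samples, so tests on it are not independent evidence about oxidative stress genes in general.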

The GO annotations have proven to be remarkably useful for the mining of functional and biological significance from very large datasets, such as microarray results [13]. All of these selected 101 genes showed a 2-fold change in gene expression at least in one tissue compared to the average values across 10 tissues, which illustrates the diverse activities of oxidative stress-related genes in each organ under normal conditions. 

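*Tat*, which encodes the liver enzyme that breaks down tyrosine, was 6.97 higher on the log2 scale in the liver than in the mean of the other 9 tissues (standard error 0.18, n = 5 mice, adjusted p = 7.81e-34 from limma). *Gpx6*, an olfactory peroxidase gene, was 5.35 higher in the kidney (standard error 0.10), and the myoglobin gene *Mb* was 5.33 higher in the heart (standard error 0.18). In the stomach *Nqo1*, a quinone reductase gene, was 4.66 higher (standard error 0.07) and *Gpx2*, the peroxidase gene of gut epithelium, was 4.52 higher (standard error 0.17). *Btk*, a B cell kinase gene, was 3.79 higher in the spleen, where the heme oxygenase gene *Hmox1* was 3.58 higher, and the uncoupling protein gene *Ucp3* was 4.06 higher in muscle. Some genes stood out by a low value. *Aldh1a1* was lower in the thymus (−3.89, standard error 0.14), and *Txnip*, whose protein blocks thioredoxin, was lower in the cerebrum (−3.86, standard error 0.07).
In all, 59 of the 87 genes had a mean at least 2-fold from the mean of the 10 tissues in at least 1 tissue, and 28 had none. Among the 28 were *Sod1* (largest log2 ratio 0.60, in the liver), *Gpx7* (0.39, in the heart), *Hif1a* (−0.95, in the testis), *Srxn1* (−0.96, in the spleen), *Mapk8* (0.97, in the cerebrum) and *Gab1* (0.99, in the lung). By limma 64 of the 87 were called in at least 1 tissue. Over the 870 ratios of gene to tissue, 99 were at least 2-fold above and 97 at least 2-fold below. The paper states that the variation illustrates diverse activities of these genes in each organ under normal conditions.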

The HC structure of these genes was slightly different than with the 9131 genes. For example, the clustering of the heart and muscle, spleen and thymus, liver and kidney, and lung and stomach were similar, but the next highest cluster differed between the two sets. 

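Over the 87 genes, heart and muscle joined first, at a Euclidean distance of 6.68. Both tissues hold much *Mb*, *Ucp3* and *Sod2*. Spleen and thymus joined next, at 9.73, and the stomach joined that pair at 11.1, ahead of the lung at 11.8 and the kidney at 13.0. The liver joined near the end of the tree, at 15.2. *Tat* and *Cat* were at their highest and *Gpx3* at its lowest there. Lung and stomach lay 11.1 apart and liver and kidney 13.8 apart, which was the smallest distance of the liver. Heart with muscle and spleen with thymus were thus 2 of 4 pairs found with average linkage, and Ward linkage or a distance of 1 minus Pearson correlation gave all 4. Average linkage also paired lung with stomach without replicate 1, 2 or 5, but not without replicate 3 or 4. Samples of the same tissue were at most 4.92 apart.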

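Among the genes of Table S1, the testis was set apart in both directions. *Lcn2*, an iron-binding lipocalin gene, had a log2 ratio to the mean of the 10 tissues of 4.65 in the testis, *Cyp11a1*, a steroid synthesis gene, 4.41, *Nme5*, a gene of the sperm tail, 4.06, *Foxm1*, a cell cycle factor gene, 2.97, *Mtf1* 1.69, *Aldh1a1* 1.66 and *Hmox2* 1.63. The lowest ratios were those of *Cat* (−2.62), *Car3* (−2.62), *Cryab* (−2.34), *Gpx1* (−2.20), *Tlr4* (−2.16), *Anxa1* (−2.13) and *Prkca* (−2.05). In the cerebrum the kinase gene *Ptk2b* (2.14), the prion protein gene *Prnp* (2.02), *Ptgs2* (1.49), *Map2k1* (1.29) and *Prkca* (1.15) were the highest. *Txnip* (−3.48), *Anxa1* (−3.35), *Car3* (−3.03), *Gpx3* (−2.58), *Cat* (−2.21), *Lcn2* (−1.99) and *Casp6* (−1.94) were the lowest. The value of *Car3* in the cerebrum had an SD of 1.85 over 5 mice, so its rank there is not firm. *Prkca* and *Map2k1* were thus high in the cerebrum and low in the testis, where *Map2k1* was at −1.99. The mean Euclidean distance to the other 9 tissues was 17.2 for the testis, the largest, and 15.0 for the cerebrum, while that of the liver was 15.6.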

The testes and brain tissues had a unique expression profile across the 101 genes compared to the remaining eight tissues, as shown on the heat-map. On the other hand, the cerebrum would be very close to spleen and thymus in the hierarchical clustering (Figure 1 and Supplementary Figure S1B).

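The tissue nearest to the cerebrum over the 87 genes was the thymus, at a distance of 12.4, which is also the nearest tissue to kidney, stomach, spleen and testis. By correlation of log2 ratios the cerebrum was closest to the testis (r = 0.0700, against 0.00506 with the thymus), and it joined the testis first with complete linkage, Ward linkage and 1 minus Pearson correlation. Cerebrum and thymus were both low in *Aldh1a1*, whose log2 ratio was −1.80 in the cerebrum and −3.50 in the thymus, and in *Gpx1*, with −1.85 and −0.81. In the average-linkage tree the cerebrum joined a branch that held heart, kidney, lung, muscle, spleen, stomach and thymus, at 14.7. Over the 9110 features it joined a branch of the 8 tissues other than the testis at 153.9. The distances between tissue means have no test. Samples of the same tissue were at most 4.92 apart, and the smallest distance between tissue means was 6.68.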

Our data reflects known patterns of gene expression across 10 different tissues. In an analysis of big transcriptomics data from human tissues and organs, the testes and brain tissue had the highest number of tissue-enriched protein-coding genes [14]. However, the testis and cerebrum had the lowest transcriptional activity for oxidative stress-related genes (for example catalase) compared to other tissues as our data showed (Figure 1 and Supplementary Table S1). 

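*Cat*, the catalase gene, had a log2 ratio to the mean of the 10 tissues of −2.62 in the testis and −2.21 in the cerebrum. *Gpx1*, the gene of the most common glutathione peroxidase, was at −2.20 in the testis and −1.85 in the cerebrum, and *Tlr4*, a receptor gene of innate immunity, at −2.16 and −1.90. Averaged over the 87 genes, the log2 ratio was −0.45 ± 0.05 (SD, n = 5 mice) in the cerebrum and −0.43 ± 0.03 in the testis. The thymus was next with −0.08 ± 0.06, then the spleen with −0.05 ± 0.04, and the lung (0.24 ± 0.02) and the heart (0.22 ± 0.02) had the highest means, an order that turns with median centring (heart 0.24, lung 0.22). By the median over genes in each sample the kidney (0.06) and muscle (0.05) came before the lung (0.03). By the median of the tissue ratios muscle (0.08), kidney (0.05), heart (0.010), stomach (0.0005) and liver (−0.016) did, with the lung at −0.022. By the mean, muscle (0.11), liver (0.13), stomach (0.15) and kidney (0.17) lay between the spleen and the heart. All 5 testis samples were below all 5 thymus samples (difference −0.34, exact two-sided permutation p = 0.00794, also after adjustment over 8 comparisons). All cerebrum samples likewise lay below all samples of each of the 8 tissues other than the testis (exact p = 0.00794, adjusted p = 0.00893 over 9 comparisons).
In the testis 9 of the 87 genes were at least 2-fold above the mean and 30 at least 2-fold below, and in the cerebrum 5 and 20. The heart had 16 above and 4 below. Against random lists of 87 genes with the same mean levels, the value of the cerebrum was at the percentile 0.02 and that of the testis at 0.39. The camera test of the list passed in neither tissue (adjusted p = 0.0674 in both, and 0.235 with an estimated correlation). The paper states that the blood barriers of brain and testis compensate for features of their microenvironment and protect them from immunological processes.

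**Figure D2:**
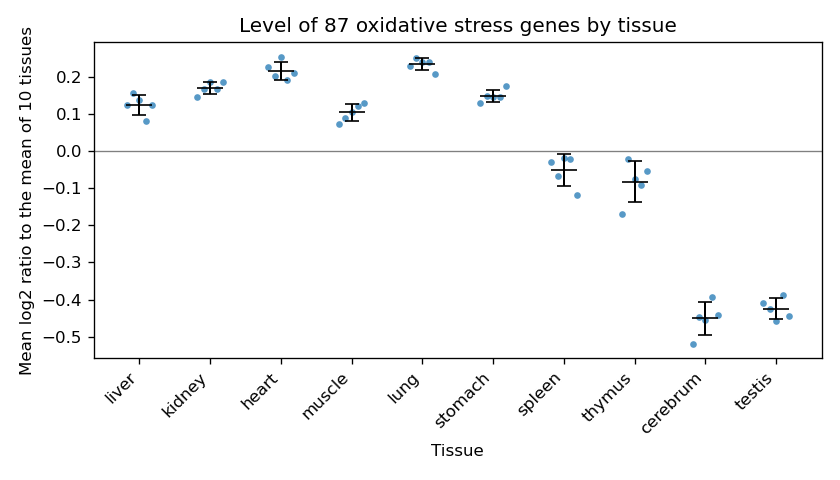
Mean log2 ratio of 87 oxidative stress genes to the mean of the 10 tissues, per sample (dots), with the mean and SD of 5 samples (black). Cerebrum and testis lie lowest, at −0.45 and −0.43.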

Brain is known to be particularly susceptible to oxidative damage due to its high energy and oxygen demands, its abundance of highly unsaturated fatty acids and its relatively limited antioxidant capacity relative to other organs [15,16]. Testes are also at risk since both spermatogenesis and Leydig cell steroidogenesis are vulnerable to oxidative stress [17]. To compensate for these features of the microenvironment, these two organs have specific blood–tissue barriers, called the blood–testis barrier (BTB) and the blood–brain barrier (BBB), to protect them from immunological processes [18,19].

The production of reactive oxygen species (ROS) is potentially toxic and can impair cellular or tissue integrity [20]. Animals and humans have therefore evolved highly efficient and adaptive antioxidant defense mechanisms, including enzyme-based antioxidants such as superoxide dismutase (SOD), catalase (CAT), and the glutathione (GSH) oxidation/reduction system, and non-enzyme antioxidant molecules [21]. However, oxidative stress and an excessive generation of ROS exceeding the ability of the cell to remove them often occur, and this is linked to a wide range of diseases and pathological processes [22]. The abilities of normal cells to respond to endogenous and exogenous oxidative stress may be compromised by alterations in the expression of antioxidant enzyme genes [23]. To validate the tissue-specific transcriptional profiles (microarray experiments) of mRNA samples isolated from 10 different tissues in healthy mice, we analyzed several well-known or typical genes including *Cat, Gpx3, Gpx4,* and *Sod1* to *3* using quantitative real-time PCR.

The gene expression patterns from the microarray experiments were mostly consistent with data obtained from quantitative real-time PCR (Figure 2). Moreover, these results reflect available physiological knowledge. The average signal intensities of *Gpx3* and *Gpx4* were very high in our microarray data, and expression of these genes was specific to the kidney and testes. 

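*Gpx3*, whose product is secreted into plasma, had a log2 signal of 11.45 ± 0.05 (SD, n = 5 mice) in the kidney, 10.10 ± 0.13 in the lung, 8.95 ± 0.15 in the heart and 8.81 ± 0.09 in muscle. Its lowest value was in the liver, 5.02 ± 0.43. The kidney was 4.13 above the mean of the other 9 tissues (standard error 0.14, adjusted p = 2.98e-29 from limma), and the lung 2.63 above (adjusted p = 1.50e-21). *Gpx4*, which protects membrane lipids, had 10.23 ± 0.07 in the testis, 9.48 ± 0.10 in the heart and 9.45 ± 0.03 in the kidney, and was lowest in the spleen at 7.71 ± 0.15. The testis was 1.59 above the other 9 (standard error 0.05, adjusted p = 2.54e-31 from limma), and no other tissue was called higher. Kidney and lung did not overlap for *Gpx3*, nor testis and heart for *Gpx4* (differences 1.35 and 0.74, exact two-sided permutation p = 0.00794, adjusted p = 0.0110 over 18 comparisons). With quantile normalization the difference of *Gpx4* in testis minus heart was 1.15 instead of 0.74. Mean signals over the 10 tissues were 212.3 for *Gpx3*, at the percentile 95.4 of all genes, and 444.4 for *Gpx4*, at 99.1. Such percentiles compare features with different probes and are only rough.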

*Gpx3* is known to be synthesized by peroxidase primarily in the kidney and distributed through the bloodstream [24]. 

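*Cat* is the gene of the peroxisomal enzyme that splits hydrogen peroxide. Its log2 signal was 11.00 ± 0.15 (SD, n = 5 mice) in the liver and 9.96 ± 0.05 in the kidney, and the lung was next with 8.89 ± 0.06. The cerebrum had 5.99 ± 0.08 and the testis 5.57 ± 0.12. Against the mean of the other 9 tissues, limma gave 3.12 for the liver (standard error 0.05, adjusted p = 4.45e-41), 1.96 for the kidney (adjusted p = 7.73e-33), −2.45 for the cerebrum (adjusted p = 4.22e-37) and −2.91 for the testis (adjusted p = 1.88e-40). Liver and kidney did not overlap, nor did kidney and lung (differences 1.05 and 1.07, exact two-sided permutation p = 0.00794).
Other genes of peroxisomes went along with *Cat* in the liver. In kidney, testis and cerebrum the called genes went the same way, but the list tests did not pass with an estimated correlation. Of 12 measured genes of peroxisomal oxidation and biogenesis, 10 were higher in the liver, led by the urate oxidase gene *Uox* (7.60) and *Hao1* (6.82), and none was lower (camera adjusted p = 2.53e-08, and 0.00801 with an estimated correlation). In the kidney 7 were higher, led by the amino acid oxidase gene *Dao* (5.84), and none was lower (adjusted p = 4.57e-05, but 0.0650 with an estimated correlation). In the testis 6 and in the cerebrum 5 were lower and none was higher, and these tests did not pass with an estimated correlation (adjusted p = 0.325 and 0.180). Counts over the list alone were the same. Protein activity was not analysed here.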

Catalase is another important enzyme that catalyzes the removal of hydrogen peroxide from biological tissues, and its gene expression was relatively high in the liver and kidney but low in the testes and brain (Figure 1), which was in accordance with protein activity of catalase (Supplementary Figure S2). This finding correlated with previous analyses of these four organs in rabbit [25] and human tissues [26]. SODs (encoded by the *Sod1* to *Sod3* genes) catalyze the dismutation of two superoxide radicals into hydrogen peroxide and oxygen [27]. These three isoforms of the SOD family are located in the cytoplasm (*Sod1* as Cu/Zn superoxide dismutase), mitochondria (*Sod2* as manganese superoxide dismutase), and extracellular space (*Sod3*), respectively [28]. 

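*Sod1*, the gene of the cytosolic superoxide dismutase, had a log2 signal of 9.73 ± 0.34 (SD, n = 5 mice) in the liver, 9.62 ± 0.03 in the kidney and 9.40 ± 0.07 in the lung. Liver and kidney could not be ordered (difference 0.10, exact two-sided permutation p = 0.444), nor could liver and lung (0.33, p = 0.0556), except with median centring (0.41, exact test, adjusted p = 0.0204) and without replicate 5 (0.44, adjusted p = 0.0367), while the kidney was above the lung (0.23, p = 0.00794), though not with quantile normalization (0.0948, exact test, adjusted p = 0.0659). *Sod1* was lowest in the testis, with 8.53 ± 0.04, and no tissue was 2-fold from the other 9. *Sod2*, the gene of the mitochondrial enzyme, had 9.86 ± 0.05 in the heart, 9.48 ± 0.10 in muscle and 9.45 ± 0.06 in the kidney. The heart was above muscle (0.38, exact p = 0.00794), but muscle and kidney differed by less than their spread (0.03, exact p = 0.619). Adjusted over 18 comparisons, p was 0.0110 for the pairs that did not overlap. By limma the heart was 1.41 above the other 9 tissues for *Sod2* (standard error 0.05, adjusted p = 3.05e-29) and muscle 0.98 above (adjusted p = 3.77e-23), just under 2-fold.
Respiratory chain genes were likewise raised in heart and muscle, but whether they follow the tissue order of *Sod2* was not tested. Of 20 measured subunit genes, 18 were higher in the heart and none was lower, led by the muscle forms *Cox7a1* (4.77) and *Cox6a2* (4.20), with a camera adjusted p of 1.10e-19 (0.00576 with an estimated correlation). In muscle 12 were higher (adjusted p = 2.32e-14, and 0.0247 with an estimated correlation). In the kidney, level with muscle for *Sod2*, 3 were higher and 1 was lower (adjusted p = 8.21e-08, but 0.117 with an estimated correlation). The mean difference of the list from the other 9 tissues was 1.33 in muscle and 0.63 in the kidney. In the spleen 14 and in the lung 12 were lower (adjusted p = 2.41e-09 and 7.90e-10, but 0.107 and 0.0994 with an estimated correlation). The counts did not change adjusted over the list alone. The qPCR values were not analysed here.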

*Sod1* showed the highest gene expression levels in the liver and kidney, whereas *Sod2* was most highly expressed in the heart and muscle in both the microarray and qPCR analyses (Figure 2). Mice deficient in *Sod1* have an accelerated accumulation of mutations especially in the liver and kidney [29]. The elevated level of ROS is known to contribute considerably to the deterioration of cardiac function [30]. The function of *Sod2* was identified based on a lethal cardiomyopathy in *Sod2*-knockout mice [31] and an association with nonfamilial idiopathic dilated cardiomyopathy in Japanese population [32]. In contrast to intracellular *Sod1* and *Sod2*, the expression of *Sod3* was known to be restricted to several tissues, mainly in the lung and kidney [33,34], which is exactly consistent with both our microarray and qPCR results (Figure 2).

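*Sod3*, the gene of the extracellular enzyme, had a log2 signal of 6.81 ± 0.13 (SD, n = 5 mice) in the lung and 6.71 ± 0.19 in the kidney. These were close to each other (difference 0.10, exact two-sided permutation p = 0.381). The heart was next with 5.04 ± 0.13, and the lung lay 1.77 and the kidney 1.67 above it without overlap (exact p = 0.00794). The cerebrum was lowest with 4.05 ± 0.15 and the thymus had 4.18 ± 0.24. Against the other 9 tissues the difference was 1.92 for the lung (standard error 0.08, adjusted p = 1.70e-26 from limma) and 1.81 for the kidney (adjusted p = 1.79e-25). The mean signal of *Sod3*, 33.9, was at the percentile 52.9 of all genes, which is rough across different probes.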

These results show a difference in the transcription of these enzyme-based antioxidants across 10 tissues. 

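Of 12 genes of superoxide dismutases, catalase and glutathione peroxidases, 5 were higher in the kidney and none was lower, namely *Gpx6*, *Gpx3*, *Gpx1* (2.50), *Cat* and *Sod3* (camera adjusted p = 1.42e-04, and 0.0103 with an estimated correlation). In the cerebrum *Gpx3* (−2.86), *Cat*, *Gpx1* (−2.06), *Sod3* (−1.15) and *Gpx8* (−1.06) were lower and none was higher (adjusted p = 0.0308, but 0.155 with an estimated correlation). The list was also low in the thymus, with 1 gene lower and none higher (adjusted p = 0.0276, but 0.149 with an estimated correlation). In the spleen 4 were lower and 1 was higher, and the test did not pass (adjusted p = 0.182, and 0.367 with an estimated correlation). Among glutathione S-transferase genes, which detoxify reactive compounds, 14 of 20 measured were higher in the liver, led by *Mgst1* (4.14), *Gstm6* (4.12) and *Gsta3* (4.07), and 3 were lower. In the spleen 14 were lower and none was higher, and in the thymus 15 were lower and 1 was higher. Their camera calls (adjusted p = 1.23e-06, 2.27e-06 and 1.61e-06) did not hold with an estimated correlation (adjusted p = 0.115 in all 3). Of 10 measured genes of glutathione synthesis and recycling, 6 were higher in the kidney, led by *Gss* (3.37), and 6 in the liver, with 1 lower in each (adjusted p = 5.24e-04 and 0.00730, but 0.0524 and 0.117 with an estimated correlation). Genes that the factor NRF2 switches on were raised in the stomach, where 5 of 12 measured were higher (adjusted p = 2.88e-05, and 0.0307 with an estimated correlation), among them *Nqo1* and *Pgd* (1.92). The stomach samples also held exocrine pancreas transcripts (mean log2 level 9.62), whose share in this was not tested. Of 11 measured genes of peroxiredoxins and the thioredoxin system, 3 were higher in the heart, *Prdx3* (1.48), *Prdx2* (1.12) and *Txnip* (1.07), and none was lower (adjusted p = 0.00910, but 0.155 with an estimated correlation). In the testis *Txnrd3*, a reductase gene of sperm formation, and *Prdx4* were higher (4.15 and 1.55) and 7 others were lower, such as *Txn1* (−2.03), and the camera test did not pass (adjusted p = 0.116, and 0.376 with an estimated correlation). All list counts were the same adjusted over the list alone, which adds little support, since the 2-fold limit and not the adjusted p decides most calls.
The 6 genes measured on both platforms of the study differed among the tissues by the moderated F test of limma, from an adjusted p of 3.20e-19 for *Sod1* to 4.40e-46 for *Cat*. The distance from the highest to the lowest tissue was 6.43 for *Gpx3*, 5.43 for *Cat*, 2.76 for *Sod3*, 2.61 for *Sod2* and 2.52 for *Gpx4*, and it was smallest for *Sod1*, from 9.73 in the liver to 8.53 in the testis.

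**Figure D3:**
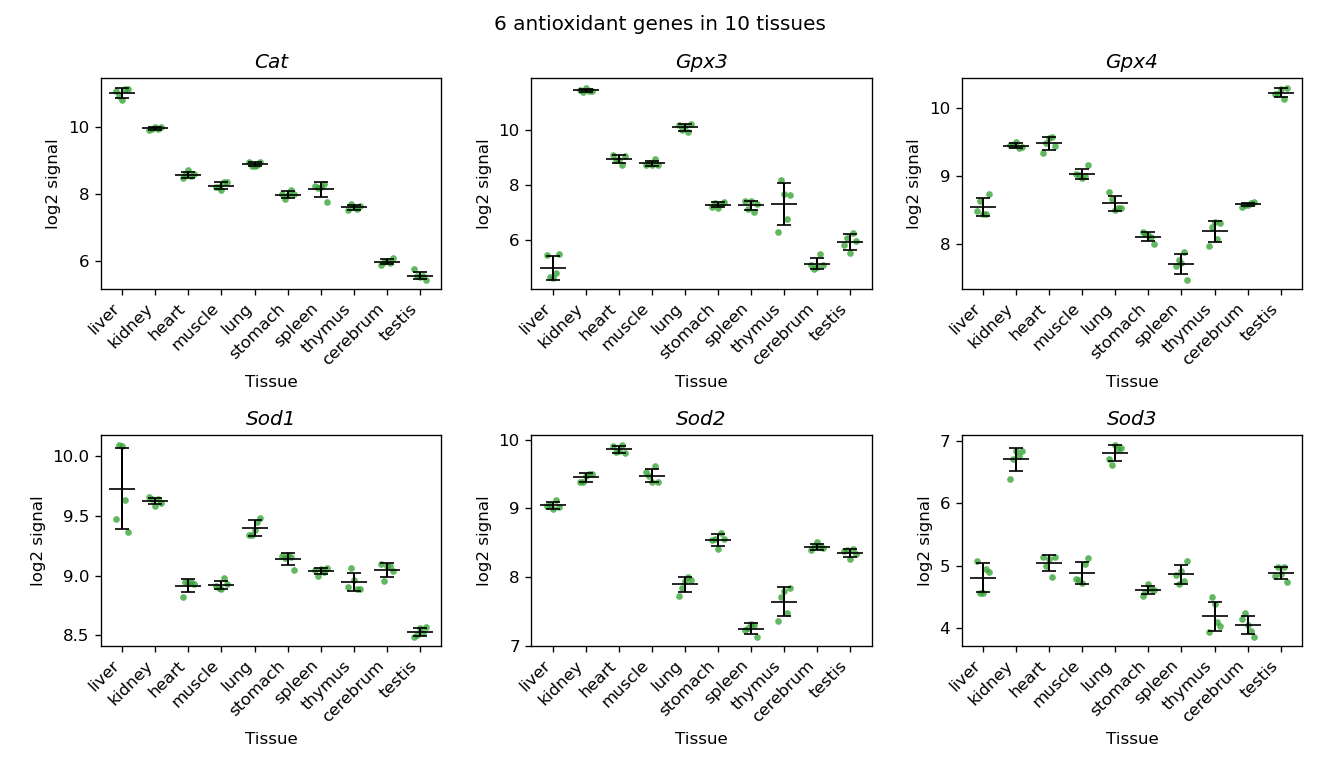
log2 signals of *Cat*, *Gpx3*, *Gpx4*, *Sod1*, *Sod2* and *Sod3* in 10 tissues, per sample (dots), with the mean and SD of 5 samples (black); each gene has its own axis, which does not start at 0. *Gpx3* in the thymus and *Sod1* in the liver vary most between mice relative to their range, with SDs of 0.76 and 0.34.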

Analysis of six antioxidation-related genes in two classically immune-related organs, the spleen and thymus, showed the lowest level of gene activity compared to other organs in our study (Figure 2), and these organs are known to have high levels of endogenous melatonin as an antioxidant agent [35]. 

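*Gpx4* and *Sod2* were lowest in the spleen, where *Sod2* had a log2 signal of 7.25 ± 0.08 (SD, n = 5 mice), and the thymus was the next lowest for *Sod2* with 7.64 ± 0.21. For the other 4 genes another tissue was lowest, the testis for *Cat* and *Sod1*, the liver for *Gpx3* and the cerebrum for *Sod3*. The mean log2 ratio of the 6 genes was −1.04 ± 0.02 in the cerebrum, −0.67 ± 0.06 in the testis, −0.61 ± 0.23 in the thymus and −0.54 ± 0.05 in the spleen. It was highest in the kidney with 1.52 ± 0.04, and between −0.31 and 0.69 in the other 5 tissues. The cerebrum was below the thymus in all samples (difference −0.44, exact two-sided permutation p = 0.00794, adjusted p = 0.0119 over 3 comparisons), while testis and thymus could not be ordered (−0.06, p = 0.587). The thymus varied with *Gpx3*, which was 8.18 in the sample of replicate 2, a sample that also held heart muscle transcripts, and 6.30 in that of replicate 1. A setting chosen after the data were seen left out 6 samples that carried markers of another tissue. Of the thymus these were replicates 2, 3 and 5 (heart muscle genes, and fat genes in 3 and 5). The others were heart replicate 3 and muscle replicate 2 (hepatocyte genes, 7.22 and 6.07) and heart replicate 1 (germ cell genes, 4.72). Without these samples the thymus fell below the testis (0.18, exact p = 0.0476, the smallest that 2 samples against 5 allow). The cerebrum minus thymus difference shrank to −0.20.
Genes of melatonin synthesis and its receptors had a low signal in both organs, with no call against the other tissues. The 4 measured had a mean log2 level of 3.22 in the spleen and 3.30 in the thymus, none was called, and the camera adjusted p was 0.779 and 0.907. In the cerebrum their mean difference from limma was −0.07 while the camera test pointed up (adjusted p = 0.984). Of 12 measured NADPH oxidase subunit genes, *Cybb* (3.93), *Rac2* (3.47), *Ncf4* (2.78), *Ncf1* (2.53) and *Cyba* (1.43) were higher in the spleen and *Nox4* was lower (−1.90). This list is not limited to the phagocyte oxidase, which was not tested by itself. The camera test of the 12 measured gave an adjusted p of 0.0422, but 0.117 with an estimated correlation. Of 8 neutrophil genes 4 were higher in the spleen (adjusted p = 0.0159, but 0.213 with an estimated correlation). The counts adjusted over the list alone were the same.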

The testes have a low oxygen tension to minimize the risk of free radical-mediated damage [17], and our study showed the lowest level of gene activity in the testes for the 101 genes (Figure 1 and Supplementary Table S1). In particular, *Gpx4* and *Cyp11a1* were the most and least highly expressed genes, respectively, in the testes but reversely in cerebrum (Figure 1 and Figure 2). 

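In the testis 33 of the 87 genes of Table S1 were called lower by limma and 9 higher, and the median of the tissue ratios was −0.59. In the cerebrum 23 were lower and 8 higher, with a median of −0.27. Adjusted over the list alone the counts were the same, which is not independent evidence, since the list was chosen on these samples. The 2 means differed by less than their spread (−0.03, exact two-sided permutation p = 0.325). *Cat*, *Gpx1*, *Cryab*, a small heat shock protein gene, and *Txnrd1* (−1.18) and *Txnrd2* (−1.25), reductase genes, were among the genes called lower in the testis.
Genes that low oxygen induces were not raised there. Of 11 such genes 8 were lower in the testis, led by *Vegfa* (−2.53), *Egln3* (−2.21) and *Egln1* (−1.92), and none was higher (camera adjusted p = 0.0134, but 0.110 with an estimated correlation). *Ldha* was at 0.70. In the heart 6 were higher, led by *Pdk1* (2.63) and *Egln3* (2.27), and none was lower (adjusted p = 8.60e-04, and 0.0242 with an estimated correlation). Immediate early genes, which stress and handling induce, were also low in the testis, with 6 of 12 lower, led by *Btg2* (−2.05), and none higher (adjusted p = 0.0374, but 0.413 with an estimated correlation). In the stomach 4 of them were higher (adjusted p = 0.0136, but 0.331 with an estimated correlation). Counts over either list alone were equal. Oxygen tension was not measured.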

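*Cyp11a1* encodes the enzyme that starts steroid synthesis from cholesterol, and Leydig cells hold it in the testis. Its log2 signal there was 8.34 ± 0.15 (SD, n = 5 mice), against 3.72 ± 0.17 in the cerebrum, and the testis was 4.89 above the other 9 tissues (standard error 0.10, adjusted p = 5.28e-39 from limma). In the cerebrum limma placed it slightly below them (−0.24, adjusted p = 0.0304), but this did not hold without replicate 1 (−0.14, adjusted p = 0.281) or without replicate 2. The testis is part of those 9, and by mean level the cerebrum ranked 3 of the 10 tissues for *Cyp11a1*. Within the testis *Cyp11a1* ranked 2 of 87 by log2 ratio and 11 by level, and *Gpx4* ranked 8 by ratio and 2 by level. Within the cerebrum *Cyp11a1* ranked 41 by ratio and 75 by level, and *Gpx4*, at −0.23 from the other 9 tissues (limma adjusted p = 5.94e-05, and −0.13 with quantile normalization), ranked 40 by ratio and 10 by level. Of 7 measured steroid synthesis genes 6 were higher in the testis, led by *Cyp17a1* (6.73), *Hsd17b3* (5.39) and *Hsd3b6* (5.03), and none was lower (camera adjusted p = 0.00104, but 0.0537 with an estimated correlation). The 3 measured Leydig cell genes were higher as well (adjusted p = 0.00776, but 0.110 with an estimated correlation), and the counts held adjusted over the list alone. Ranks by level compare features with different probes and are only rough.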

*Gpx4* gene serves dual functions in normal sperm development and gonadal development as well as in protection of the cell membrane against lipid peroxidation [36]. Besides involving in corticosteroid synthesis, *Cyp11a1* is known to mediate the metabolism of vitamin D2, a membrane antioxidant [37].

It is known that gene expression varies more considerably across organs than across species and that tissue-specifically expressed genes tend to be associated with the tissue-associated diseases [7]. One study presented a similarity in the RNA-seq data-derived transcriptome across tissues using three male mice and three male rats [38]. Furthermore, we compared the pattern of the transcriptome between our data and the RNA-seq platform using enzyme-based antioxidant genes including *CAT* and isotypes of *SOD* and *GSH peroxidase*, respectively. We confirmed the parallel feature of them (Figure S3).

Our data on gene expression of oxidative stress-related genes in healthy mice are consistent with data previously reported in two human databases, TiGER (Tissue-specific Gene Expression and Regulation) [39] and TiSGeD (Tissue-Specific Genes Database) [40]. Genome-wide analyses support the association between tissue-specific gene expression and tissue-restricted protein function, and our data also correlate generally with human protein expression data [41]. However, our data are limited as they are derived from mice, and lack sex-related and age-related information. Nevertheless, our animal-based strategy has the advantage that it allowed us to study the molecular underpinnings of tissue-specific oxidative stress and associated disorders. In addition, we have released our raw dataset to GEO as reference data (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111159) for further analyses.

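Of the 87 genes of Table S1, the largest log2 ratio of the 27 genes that its footnotes mark fell in the testis for 8. These were *Lcn2*, *Cyp11a1*, *Nme5*, *Mtf1* and *Hmox2*, which were higher there, and *Atrn*, *Txnrd1* and *Txnrd2*, which were lower. The heart held *Mb*, *Cygb* (difference from the other 9 tissues 1.57) and *Gja3* (1.26), and the spleen *Btk*, *Hmox1* and *Trpm2* (2.08). *Park7*, a redox sensor gene, had its largest ratio in muscle (log2 ratio 1.08) and *Mmp9* in the thymus (1.08). In the liver *Car3* was 3.74 higher, next to *Tat*.
Iron and heme handling added to the profile of the liver. Of 11 genes of metallothioneins and of iron and heme binding, 6 were higher there, led by *Hpx* (6.35), *Hp* (4.74) and *Trf* (4.37), and *Mt1* (−1.96) and *Mt2* (−1.86) were lower (camera adjusted p = 0.0259, but 0.167 with an estimated correlation, with equal counts adjusted over the list alone).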

Taken together, we found that the oxidative stress-related transcriptome in 10 organs and tissues reflects their physiological roles, as a notably tissue/organ-specific manner, most differently in testes. The information obtained from this study will be helpful in advancing our molecular understanding of tissue- and organ-specific oxidative stress-associated effects and disorders. The present study paves way for an animal model of tissue-specific variation in oxidative stress-associated pathogenesis.

## 3. Materials and Methods

### 3.1. Mouse Tissue Samples and RNA Extraction

Five male BALB/c mice (six weeks old) were purchased from a commercial animal breeder (OrientBio, Seongnam, Korea). The mice were housed in an auto-controlled pathogen-free animal room at 22 ± 2 °C under a 12:12 h light/dark cycle, and they were provided with commercial pellets and tap water *ad libitum* for five weeks. The mice were sacrificed by complete blood collection via the inferior vena cava under anesthesia with ether. The spleen, liver, left kidney, left testis, stomach, thymus, lung, heart, brain, and left rectus femorismuscle were removed orderly and then stored in RNAlater solution (Ambion, Austin, TX, USA) at −20 °C. Experiments were designed and performed strictlyin accordance with the Guide for the Care and Use of Laboratory Animals (8th edition, NIH update 2011) and approved by the Institutional Animal Care and Use Committee of Daejeon University (Animal ethical clearance number: DJUARB 2016-034 to 6, 03 March 2016).

Total RNA was extracted using the RNeasy midi kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. RNA quality and concentration were assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) and a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA), respectively. The absorbance ratio at 260:280 nm for all samples was >1.8 and the RIN value was >8. The integrity of RNA samples was also ascertained by the presence of distinct 28S and 18S ribosomal RNA bands in agarose gels after electrophoretic resolution. Five mouse-derived samples were used for both microarray experiments and verification of gene expression using quantitative real-time PCR (qRT-PCR).

### 3.2. Microarray Experiments and Data Collection

Microarray analysis was performed for each tissue sample using the GeneChip Mouse gene 1.0 ST array according to the manufacturer’s protocol (Affymetrix, Santa Clara, CA, USA). Briefly, cDNA was synthesized from total RNA (100 ng) using a T7-oligo(dT) primerand Superscript RT II kit (Invitrogen, Carlsbad, CA, USA), and cDNA was purified with a QIAquick PCR Purification Kit. Next, biotin-labeled cRNA was synthesized using an Affymetrix RNA transcription labeling kit (Affymetrix). After cleaning and fragmentation, a total of fifty cDNA samples from each of 10 different tissues collected from the five mice were hybridized using the Mouse gene 1.0 ST array (which contains 28,853 genes) for 16 h. After washing and staining with streptavidin phycoerythrin solution and antibody solution, images were obtained by capturing the fluorescence intensity using a GMS 418 Array Scanner (Affymetrix). Microarray data were uploaded using GenPlex^TM^ v3.0 (Istech Inc., Seoul, Korea) and GeneSpring GX 7.3 software (Agilent Technology) and normalized with RMA [42]. Further statistical analyses were performed primarily using tools included in GenPlex and GeneSpring GX 7.3. Functional annotation of genes was performed per the Gene Ontology™ Consortium (http://www.geneontology.org/index.shtml). Gene classification was based on searches using the GeneCards (http://www.genecards.org/), BioCarta (http://www.biocarta.com/), DAVID (http://david.abcc.ncifcrf.gov/), and Medline (http://www.ncbi.nlm.nih.gov/) databases.

### 3.3. Confirmation of Tissue Gene Expression Homogeneity

Based on the whole-transcript expression of 28,853 genes, we selected 9131 genes that met two conditions: more than 2-fold change in at least one tissue and SD values <0.3 estimated from the five individual samples for all 10 different tissues. The selected genes were considered to constitute a data set of reliable genes. Principal component analysis (PCA) was used to cluster the signal intensity values of all 50 data sets generated for the 9131 genes using GenPlex software. A hierarchical clustering (HC) algorithm was used to group tissues based on similar expression patterns using the Euclidean distance metric and the same gene lists. The correlation representation was derived from an exploded correlation matrix plot using tools included in GenPlex.

### 3.4. Selection and Comparative Analysis of Oxidative Stress-Associated Genes in 10 Tissues

Genes related to oxidative stress were selected using the Gene Ontology (GO) database with the search term ‘response to oxidative stress’ (http://www.geneontology.org/). A total of 101 genes met the selection criterion of a 2-fold change in gene expression in at least one tissue compared to average values across 10 tissues (Listed in Supplementary Table S1). The ratio (log base 2) of the signal intensity of each tissue was divided by the mean signal intensity of all 10 tissues. Tissues were ranked according to the HC and genes were ranked based on the relative ratio. The HC was represented using tools provided by GenPlex (the Euclidean distance metric).Next, the mean signal intensity of each gene was determined in all 10 tissues. Finally, the relative ratio of the mean signal intensity was computed for all 10 tissues. The relative ratio was calculated by dividing the mean signal intensities across all the genes (value = 140.1).

### 3.5. Confirmation Using qRT-PCR

We used qRT-PCR (SYBR green method) to verify and quantify the changes in expression of some of the genes identified by microarray analysis. Briefly, we synthesized cDNA from 1 μg total RNA using reverse transcriptase according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). PCR was performed for seven genes including β-actin on ABI Prism^®^ 7900HT Sequence Detection System (PE Applied Biosystems, Foster City, CA, USA). Each reaction was performed in triplicate under thermal cycling conditions as follow; 95 °C for 10 min followed by 45 cycles of 95 °C for 10 s, 60 °C for 15 s, and 72 °C for 20 s. The relative transcript levels of genes were determined by comparing to β-actin as the endogenous control. The sequences of the forward and reverse primers (http://bioinfo.ut.ee/primer3-0.4.0/) were as follows: superoxide dismutase 1, soluble (Sod1; NM_011434) (forward) 5′-CAG AAG GCA AGC GGT GAA C-3′ and (reverse) 5′-CAG CCT TGT GTA TTG TCC CCA TA-3′; Sod2 (mitochondrial; NM_013671) (forward) 5′-CCC AGA CCT GCC TTA CGA CTA T-3′ and (reverse) 5′-GGT GGC GTT GAG ATT GTT GA-3′; Sod3 (extracellular; NM_011435) (forward) 5′-AAA GGT TCC CAA ATA CTC TCT CTA AGG-3′ and (reverse) 5′-CCC ACC CCC AAG TTC CAT-3′; catalase (Cat; NM_009804) (forward) 5′-GGA CGC TCA GCT TTT CAT TC-3′ and (reverse) 5′-TTG TCC AGA AGA GCC TGG AT-3′; glutathione peroxidase 3 (Gpx3; NM_001083929) (forward) 5′-GAT GTG AAC GGG GAG AAA GA-3′ and (reverse) 5′-TTC ATG GGT TCC CAA AAG AG-3′; glutathione peroxidase 4 (Gpx4; NM_008164) (forward) 5′-TAA GAA CGG CTG CGT GGT-3′ and (reverse) 5′-GTA GGG GCA CAC ACT TGT AGG-3′; and β-actin (Actb; NM_007393) (forward) 5′-TTG CTG ACA GGA TGC AGA AG-3′ and (reverse) 5′-GTA CTT GCG CTC AGG AGG AG-3′.

### 3.6. Statistical Analyses

The results obtained from the qRT-PCR and catalase activity analyses were expressed as the mean ± standard deviation (SD). Significant differences between groups were evaluated by one-way analysis of variance (ANOVA) followed by post-hoc multiple comparisons using IBM SPSS statistics software, ver. 20.0 (SPSS Inc., Chicago, IL, USA). Differences with *p* < 0.05 or *p* < 0.01 were considered statistically significant.

## Figures and Tables

**Figure 1:**
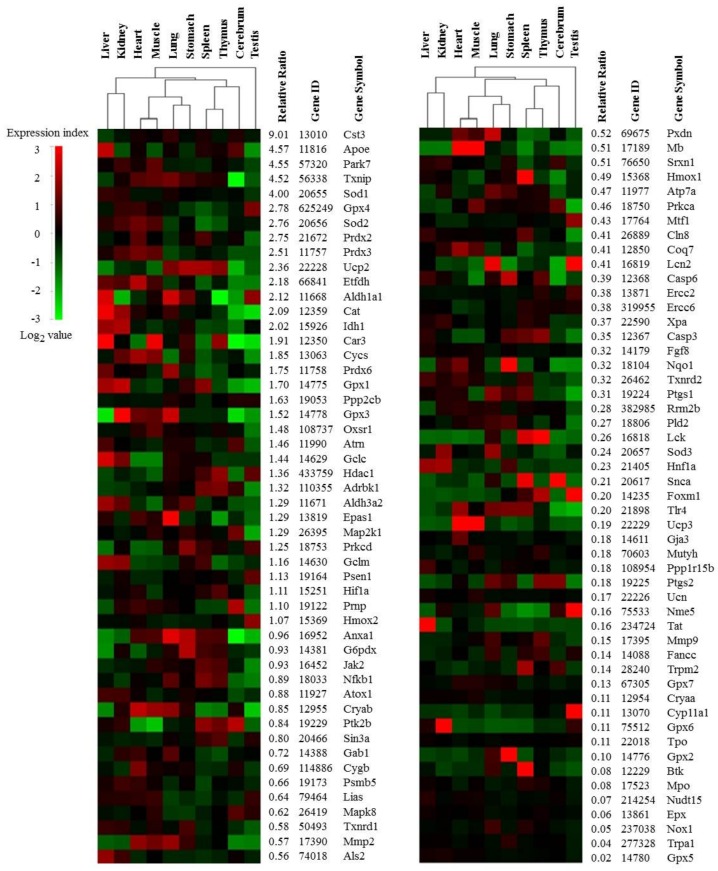
Tissue-specific expression pattern of oxidative stress-related 101 genes. Tissues were ordered according to hierarchical clustering (*x*-axis), while genes were ordered by the relative ratio. The ratio (log base 2) of the signal intensity of each gene within one tissue was divided by the mean signal intensity of all 10 tissues. The red and green colors represent >2-fold up and downregulated genes, respectively.

**Figure 2:**
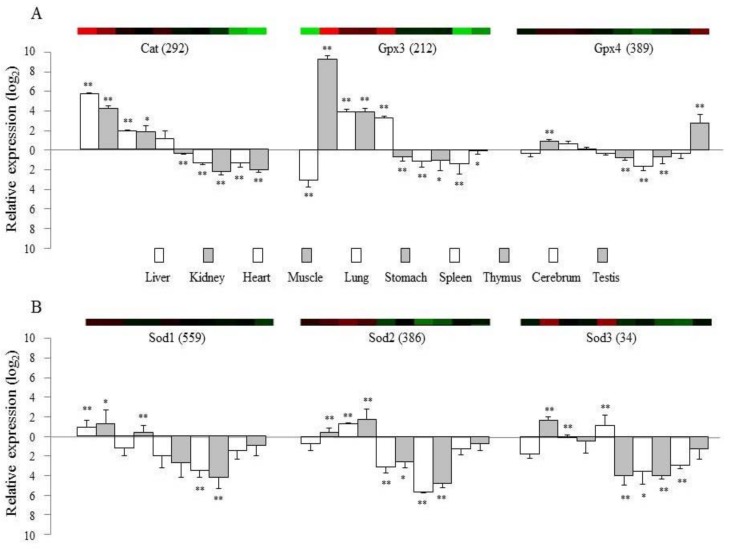
Confirmation of gene expression levels using qRT-PCR. Five mice-derived samples were used for microarray experiment and for qRT-PCR. The top colored panels show the data from microarray analysis, and the bottom graphs present the gene expression results from qRT-PCR for six genes; catalase, catalase (*Cat*), glutathione peroxidase 3 (*Gpx3*), glutathione peroxidase 4 (*Gpx4*), and superoxide dismutase 1 to 3 (*Sod1* to *3*), respectively. The numbers in parentheses indicate the relative transcript levels (the mean signal intensity) of the microarray experiment. Each value represents the mean ± SD. ANOVA indicated *p* < 0.01. The multiple comparisons are not presented; instead, the relative ratio of each tissue gene expression was compared with the mean expression level of rest 10 tissues. The significance was presented as * *p* < 0.05 or ** *p* < 0.01 respectively.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/10/3174/s1.

## Abbreviations

BBB	blood–brain barrier
BTB	blood–testis barrier
Cat	catalase
GO	gene ontology
GSH	glutathione
Gpx3	glutathione peroxidase 3
Gpx4	glutathione peroxidase 4
HC	hierarchical clustering
PCA	principal component analysis
ROS	reactive oxygen species
Sod1	superoxide dismutase 1
Sod2	superoxide dismutase 2
Sod3	superoxide dismutase 3

# Supplementary material for: Tissue-Specific Profiling of Oxidative Stress-Associated Transcriptome in a Healthy Mouse Model
**Source:** Int J Mol Sci. 2018 Oct 15;19(10):3174. doi: 10.3390/ijms19103174
**Supplement:** Supplementary file 1

## Supplementary Materials

# Tissue-Specific Profiling of Oxidative Stress-Associated Transcriptome in a Healthy Mouse Model

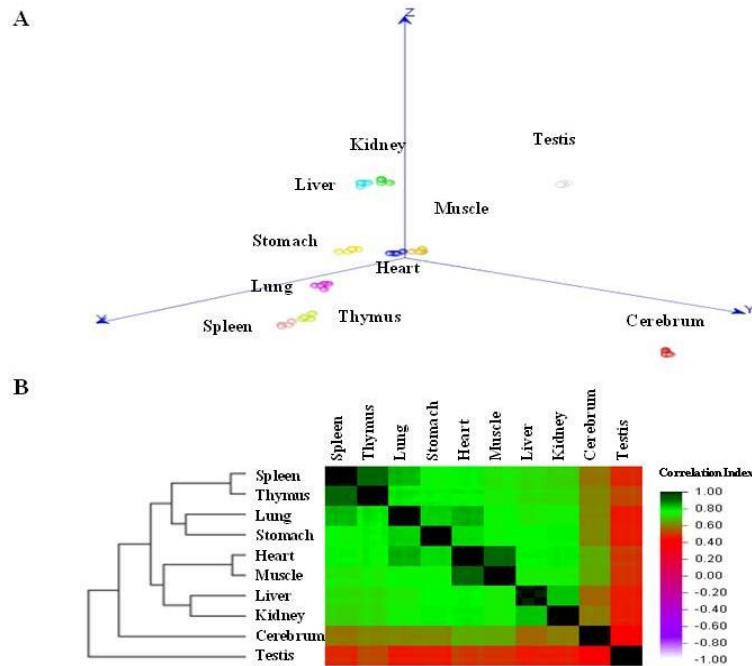

**Figure S1.** Principal component analysis and correlation matrix. PCA (A) shows the internal consistency and relationship of 50 data sets while HC structure and correlation matrix plot (B) represent the gene expression similarity among 10 different tissues using 9131 genes. In the correlation matrix plot, black squares represent highest similarities, and red squares represent low similarities. The PCA and correlation matrix plot were represented using tools provided by GenPlex and GeneSpring GX 7.3 software.

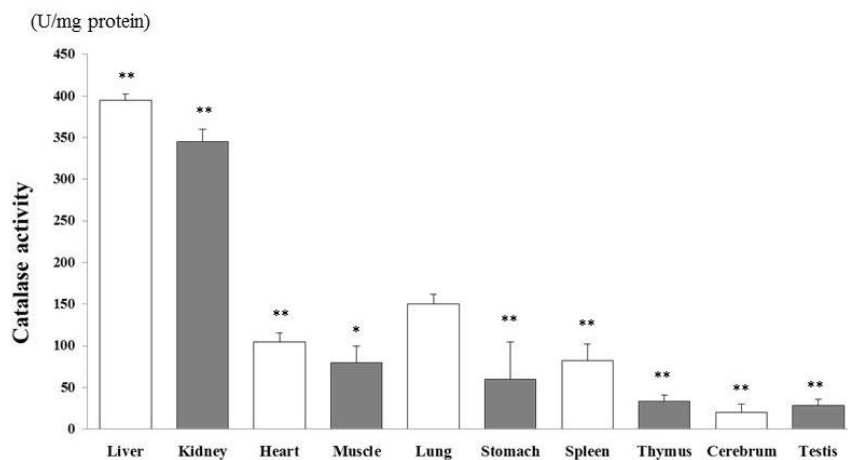

**Figure S2.** Comparison of catalase activity among 10 tissues. Catalase activities from total 50 tissues of 10 different organs were analyzed. The activity was represented by measuring the capacity to decompose hydrogen peroxide to water and oxygen.

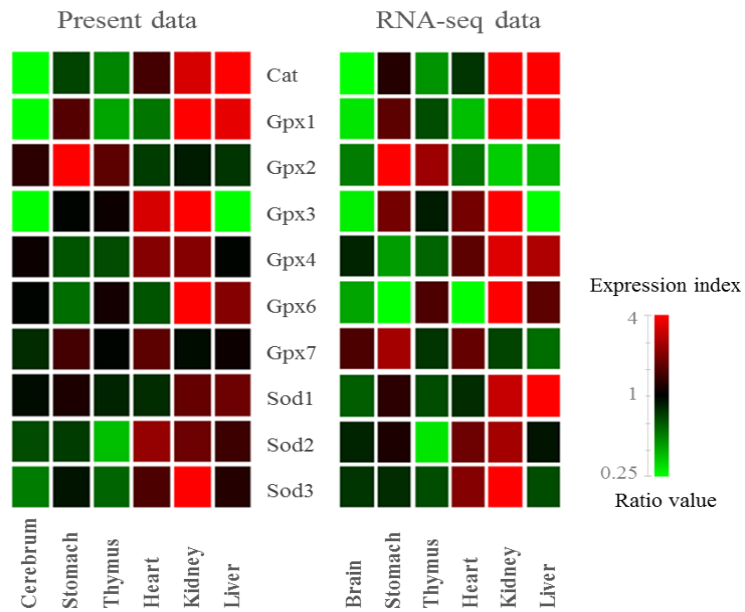

**Figure S3.** Comparison with public data. The current microarray data were compared with RNA-seq data available in the public [38]. This comparison was performed to the well-known 10 genes for oxidative enzymes in only 6 organs which were contained in both our data and the public data. Clustering analyses were performed using the GeneSpring GX 7.3. The ratio of the signal intensity of each gene within one tissue was divided by the mean signal intensity of all 6 tissues. The red and green colors represent 2-fold up and down-regulated genes, respectively.

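The kidney held more high values than any other organ for these peroxidase, dismutase and catalase genes among cerebrum, stomach, thymus, heart, kidney and liver. *Gpx6* was at a log2 ratio of 4.44 to the mean of the 6 organs in the kidney, *Gpx3* at 3.92, *Gpx1* at 1.99, *Sod3* at 1.81 and *Cat* at 1.44 (n = 5 mice). In the liver *Cat* (2.48) and *Gpx1* (1.65) were over 2-fold above and *Gpx3* (−2.51) was below. *Gpx2* was at 3.84 in the stomach, and *Gpx3* (1.42) and *Sod2* (1.03) were above in the heart, while *Gpx6* was below in stomach (−1.40) and heart (−1.27) and *Gpx2* in the heart (−1.03). The cerebrum had 3 genes below, *Cat* (−2.53), *Gpx3* (−2.38) and *Gpx1* (−2.11), and the thymus had *Sod2* (−1.19) and *Gpx1* (−1.07). *Gpx4*, *Gpx7* and *Sod1* stayed under 2-fold in all 6 organs. The public sequencing values were not used here.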

**Table S1.** Tissue-specific fashion of oxidative stress-related genes in different tissues.

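The table gives, for each gene, log2 ratios of a tissue to the mean of the 10 tissues and the mean signal. From the deposited log2 values, 826 of 870 ratios over 87 genes came within 0.01 of the printed ratio, and all 10 ratios did so for 82 genes. The other 5 genes were *Pld2*, *Ppp1r15b*, *Cycs*, *Hdac1* and *Gpx4*, each of which has more than 1 feature on the array. Footnotes mark 15 genes as 2-fold in 1 tissue only and 16 as over 8-fold in a tissue. Of the first group 14 were 2-fold in exactly 1 tissue from the feature used here, and all 16 of the second were over 8-fold. A ratio shared by all genes would not show as a level, since each gene is divided by its own mean.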

<sup>a</sup> The ratio (log base 2) of each tissue signal intensity was divided by the mean signal intensity of all 10 tissues. <sup>b</sup> The mean signal intensity of all 10 tissues in each gene. <sup>c</sup> The ratio of the mean signal intensity of all 10 tissues in each gene was divided by the mean value of 101 genes (value = 140). <sup>d</sup> An absolutely tissue-specific fashion, cut-off > 2-fold only one tissue. <sup>e</sup> The tissue-specific fashion, cut-off > 8-fold. Abbreviations are as follows: Sp, spleen; Th, thymus; Lu, lung; St, stomach; He, heart; Mu, muscle; Li, liver; Ki, kidney; Ce, cerebrum; and Te, testis.

How the deposited data were processed for this re-analysis (not part of the article)

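RNA of 10 tissues (liver, kidney, heart, muscle, lung, stomach, spleen, thymus, cerebrum and testis) of 5 male BALB/c mice was measured on 50 Affymetrix Mouse Gene 1.0 ST arrays, 1 per tissue and mouse. The paper gives an age of 6 weeks at purchase and 5 weeks of housing, and the sample labels give 6 weeks. The deposited values are on the log2 scale, 1 per feature (transcript cluster), and the authors made them from the raw arrays with robust multi-array average (RMA) normalization. The paper names GenPlex 3.0 and GeneSpring GX 7.3 both where it states the RMA step and for further analyses. No further normalization was applied here. The values of the 28853 features run from −0.09 to 12.57, none is missing, column medians lie between 4.50 and 4.66, and the arrays have no sequencing depth.

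Of the features 21789 list 1 gene symbol, 1621 list several and 5443 list none, and only those with 1 symbol were used for named genes. These came to 19939 genes. Symbols were compared with current ones through Entrez gene IDs, which 21698 features matched, and 0 changed. For a gene with several features the one with the highest mean over the 50 samples was used. Of the 101 genes of Table S1, 87 were matched and the other 14 were not analysed here.

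Genes were named in the text by rule: those the paper names, those Table S1 marks, in each tissue the 5 features with the largest difference among those called with all samples above all others, the 10 Table S1 genes with the highest and the 10 with the lowest ratio in testis and cerebrum, and members of gene lists as examples. The values of Table S1 had been seen when this rule was written.

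Each tissue was compared with the mean of the other 9 in limma 3.58.1 (R 4.3.3, data.table 1.17.8), with a moderated test, Benjamini-Hochberg adjustment over all features, an adjusted p under 0.05 and a difference of at least 1.0 on the log2 scale. Adjusted p-values of genes against the other 9 tissues are from limma. Standard errors are from its pooled fit, so a gene has the same one in every tissue, and ± is the SD of 5 samples. Features that differ among the tissues were those with a moderated F test at that threshold and a tissue mean at least 2-fold from the mean of the 10. Single values and list means were compared between tissues with exact two-sided permutation tests, adjusted over the comparisons of that question. With 5 samples against 5 the smallest p these can give is 0.00794. Reliable genes had an SD under 0.3 on the log2 scale in every tissue and a tissue mean over 2-fold from the mean of the 10. The log2 ratio of a gene in a tissue is its mean there minus the mean of the 10 tissue means, and the signal is 2.0 raised to the mean log2 value. Principal components, distances and average-linkage trees were computed on values centred by gene, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

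A total of 30 gene lists were written from general knowledge: SOD, catalase and GPX enzymes, glutathione synthesis, glutathione S-transferases, peroxiredoxins and thioredoxins, NRF2 targets, NADPH oxidase subunits, metallothioneins and iron or heme binding, respiratory chain subunits, peroxisomes, steroid synthesis, melatonin, immediate early genes, hypoxia, and 17 lists of markers, for fat, epididymis, exocrine pancreas, erythroid cells, neutrophils, B cells, thymocytes, skeletal muscle, heart muscle, hepatocytes, kidney, lung epithelium, glandular stomach, forestomach, neurons and glia, germ cells and Leydig cells. Counts of called genes are given over all features and adjusted over the list alone. Equal counts add little support, since 28017 of the 28853 features pass the F test and the 2-fold limit decides most calls. The camera test used 1 feature per gene, a preset correlation of 0.01 and, as an alternative, an estimated one, with adjustment over 300 tests of list and tissue, or over the 10 tissues for the genes of Table S1. Those genes were also set against 10000 random lists matched on mean level.

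The lists, groups, tests and thresholds were chosen before the data were examined, and so were other settings, namely quantile normalization again, centring on column medians, leaving out each replicate, replicate blocks, other limma settings, a comparison with the nearest tissue, other SD and fold criteria, other linkages and distances, other denominators and other features. The limma and camera steps were tested on simulated data with features shifted in the testis. This was no test of how correlation between genes affects the camera calls. Of 200 features shifted by 1.5 in the testis, 198 were recovered and none of the other features was called. Quantitative PCR, catalase activity and public sequencing values were not analysed here.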

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

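All tests of explanations below, and the clock genes, *Srsy* features and atrial genes, were chosen after the patterns were seen, while the marker lists and the rule for samples that stand apart were planned.

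In the thymus of replicate 2 the 7 heart muscle genes had a mean log2 level of 8.71, against 4.22 to 5.97 in the other 4 thymus samples, with *Nppa* at 10.68 and *Actc1* at 10.50. The heart mean was 10.67. RNA of ventricular muscle is argued against by *Myl2* and *Myl3*, whose median rise over the lowest thymus sample was 0.42, beside 4.49 for the list, and muscle-like cells of the thymus by the skeletal muscle genes, which rose by 0.20. The atrial genes *Bmp10*, *Mybphl* and *Sbk2*, outside the list, rose by a median of 1.76, so atrial or great vein muscle in the dissected sample may be the source. Other biological explanations were not tested.

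In the liver of replicate 3 the median of 19 *Srsy* features, from a multi-copy gene family, was 5.86, against 2.67 to 4.53 in the other livers. RNA of testis is argued against by the germ cell genes, which rose by 0.12 over the lowest liver sample, beside 3.18 for *Srsy*. Of the 200 named features most raised there 81.5% list several genes, against 6.92% of all named features. The share was 72.5% in lung replicate 3 and 66.0% in lung replicate 5, and at most 38.0% in the other 8 tissues. Genomic DNA in the RNA and transcription of multi-copy genes cannot be told apart, since both would raise such features and the share of 81.5% only restates the pattern.

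Deviations from the tissue mean of the clock genes *Dbp*, *Nr1d1*, *Nr1d2*, *Per3*, *Tef* and *Arntl* went together in samples with the same number, with a mean correlation of 0.566 over 45 tissue pairs. They were picked because they went together, so this value is no test. Another 7 clock genes gave 0.198 (permutation p = 0.0208), so a number may mark 1 mouse with its own clock phase. The value 0.198 lies at the percentile 94.6 of 1000 random lists of 7 genes, so an effect shared by number on genes at large may give it as well. Time of day and feeding stay open, since neither was tested.

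The 10 measured exocrine pancreas genes were at 8.86 in the lowest of the stomach samples, and at most 3.88 in any sample of another tissue. All 10 were called higher in the stomach (camera adjusted p = 2.29e-13, but 0.0510 with an estimated correlation, and the same count adjusted over the list alone).

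A sample stood apart from the other 4 of its tissue, by a gap over 0.71 of the range, in 16 of 260 groups, and chance gives about 1 in 20. Of the results themselves, these were the 6-gene mean in stomach replicate 4 (−0.26), *Cat* in spleen replicate 5 (7.76), *Gpx3* in cerebrum replicate 4 (5.50), and *Sod1* in heart replicate 1 (8.82) and stomach replicate 5 (9.05). Of the marker lists, they were fat genes in spleen replicate 2 (3.62) and cerebrum replicate 4 (4.42), neutrophil genes in kidney replicate 1 (3.25) and cerebrum replicate 5 (3.43), hepatocyte genes in spleen replicate 3 (4.30) and cerebrum replicate 5 (4.86), kidney genes in stomach replicate 5 (3.96), lung epithelium genes in thymus replicate 1 (3.70), genes of neurons and glia in heart replicate 3 (3.71), and germ cell genes in kidney replicate 4 (4.07) and cerebrum replicate 4 (4.06).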

How the results depend on the processing

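The settings that leave out samples with markers of another tissue or with raised *Srsy* features, and the setting that takes the feature equal to Table S1, were chosen after results were seen, and the others were planned.

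The number of reliable genes, 9110, depends on the SD limit and on the fold criterion. It was 3136 at an SD under 0.2, 13195 at an SD under 0.5, 14243 with the SD of log10 values and 19024 with no fold criterion, while leaving out 1 replicate gave 8572 to 8849. The 14574 features that differ among the tissues were 13884 to 14680 under all planned settings run for them.

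Counts per tissue depend on the reference. Against the nearest other tissue instead of the mean of the other 9, the number higher was 2543 in the testis, 1459 in the cerebrum, 529 in the liver, 490 in the stomach, 433 in the spleen, 428 in the lung, 411 in the kidney, 276 in muscle, 250 in the thymus and 165 in the heart. The number lower was 353 in the testis, 95 in the cerebrum, 73 in the liver, 13 in the thymus, 9 in the spleen, 6 in muscle, 5 in the heart, 3 in the stomach, 1 in the kidney and 0 in the lung. With treat against a 2-fold difference, the counts of lower genes fell by over 1.5 times in 8 tissues, to 1093 in the liver, 1083 in the spleen, 1020 in the thymus, 761 in muscle, 662 in the kidney, 487 in the heart, 394 in the lung and 312 in the stomach. In the testis and the cerebrum they were 3026 and 1726. Under quantile normalization and median centring no count moved by as much.

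Cerebrum and testis were the last 2 tissues to join the tree of the reliable genes, except with 1 minus Pearson correlation, where they joined each other first and 0 joined singly. The count of the 4 named pairs in the tree of the 87 oxidative stress genes was 2, but 3 with complete linkage, 4 with Ward linkage, 4 with 1 minus Pearson correlation, 3 without replicate 1, without replicate 2 or without replicate 5, and 3 with each setting chosen after results were seen. It stayed 2 with single linkage, without replicate 3 and without replicate 4.

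Which of cerebrum and testis had the lower level of the 87 genes depends on the measure. The difference of cerebrum minus testis, −0.03, was 0.0077 with quantile normalization (exact p = 0.722), 0.31 with the median over genes in each sample (exact p = 0.00794), and 6 genes by the number 2-fold above minus the number 2-fold below (exact p = 0.00794). Leaving out 1 replicate gave −0.03 to −0.0044. These were the 2 lowest tissues under every setting run. With the log2 of the mean of linear values as denominator all 10 tissues were below 0, the cerebrum at −0.89, the testis at −0.86, the heart at −0.22 and the lung at −0.20. The lung was highest except with median centring, where the heart was (0.24), and with the median over genes in each sample, where the kidney was (0.06).

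For single genes, *Sod1* in kidney minus lung was 0.0948 with quantile normalization (exact test, adjusted p = 0.0659, against 0.0110 with median centring and 0.0367 to 0.0396 without 1 replicate). *Sod1* in liver minus lung, 0.33, passed with median centring (0.41, exact test, adjusted p = 0.0204) and without replicate 5 (0.44, adjusted p = 0.0367). *Sod2* in muscle against the other 9 tissues, 0.98, passed 2-fold with quantile normalization (1.01), median centring (1.01), without replicate 3 (1.01), without replicate 5 (1.00) and without the samples with markers of another tissue (1.01), and was 0.95 to 1.01 over the 5 settings without 1 replicate. *Sod2* in muscle minus kidney was −0.0016 without replicate 1 and up to 0.0613 without another replicate. *Gpx4* in heart minus kidney was −0.000275 without replicate 4 and up to 0.0722 without another replicate. With quantile normalization *Gpx4* in testis minus heart, 0.74, was 1.15 and in testis minus kidney 1.21, and in cerebrum against the other 9 tissues −0.13. The 6-gene mean of testis minus thymus was 0.0269 with quantile normalization (exact p = 0.841) and 0.18 without the samples with markers of another tissue (exact p = 0.0476).

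Of 113 camera calls of lists in tissues, 14 held with an estimated correlation and 99 did not.

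Neither the paper nor the labels says that a replicate number marks 1 mouse. Over 225 pairs of same-numbered samples the mean correlation of deviations was 0.030 (−0.286 to 0.469), and 17 of 50 samples correlated best with their own number. With the number as a replicate block no count of calls changed. The paired sign test cannot give a p under 0.0625, so 18 comparisons cannot pass by construction. Its differences are the same, such as *Cat* in kidney minus lung 1.07, *Gpx3* in kidney minus lung 1.35, *Gpx4* in testis minus heart 0.74, *Sod1* in kidney minus lung 0.23 and *Sod3* in kidney minus heart 1.67 (permutation, adjusted p = 0.0865 each), and the 6-gene mean in cerebrum minus thymus −0.44 (permutation, adjusted p = 0.0938).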

Differences from the paper's values

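The setting that takes the feature equal to Table S1 was chosen after seeing the values, and the other alternatives were set before the data were examined.

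The paper's count of oxidative stress genes with a 2-fold change in at least 1 tissue is 101, and here it is 59 of the 87 genes matched, so the groups differ in size. With 87 genes no setting could reach 101, so the alternatives set before the data were examined only show how the count here varies. The count was 61 with quantile normalization and 59 with median centring. It was 60 without replicate 1 and without replicate 4, and 59 without replicate 2, 3 or 5. It was 59 with the mean of linear values as denominator and 58 with the mean of the features of a gene. By the ratios printed in Table S1 itself, 29 of its 101 genes stay under 2-fold in every tissue.

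The paper's log2 ratio of *Gpx4* in the kidney is 0.62, and here it is 0.66 (SD 0.03, n = 5). With the other feature of the gene it is 0.62 and without replicate 1 it is within the larger error, while quantile normalization (0.56), median centring (0.67) and leaving out replicate 2, 3, 4 or 5 keep the difference. For the 7 genes compared, the other ratios were not different by this rule.

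Table S1 and the values here part most for *Pld2* (1.22), *Ppp1r15b* (0.67), *Cycs* (0.10), *Hdac1* (0.05) and *Gpx4* (0.04), by the largest difference over the tissues. Another feature of each gene, chosen after seeing the values, equals the table to rounding. The paper marks *Pld2* as 2-fold in a single tissue, and the feature used here is 2-fold in none.

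The paper takes its oxidative stress genes from the reliable genes. Here 32 of 87 pass that rule and 55 do not.

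The paper places the testis lowest in activity of these genes. By the mean the cerebrum is lower (−0.45 against −0.43, exact p = 0.325), while by the median over genes (−0.59 against −0.27) and by the number 2-fold below (30 against 20), and with quantile normalization, the testis is lower.

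The paper places spleen and thymus lowest for the 6 antioxidant genes, on array and PCR values. By the array values the spleen is lowest for *Gpx4* and *Sod2*, and other tissues are lowest for the other 4 genes. The 6-gene mean is lowest in the cerebrum (−1.04), then the testis (−0.67), the thymus (−0.61) and the spleen (−0.54). Without the samples with markers of another tissue, a setting chosen after seeing the values, the thymus is below the testis by 0.18 but not below the cerebrum.

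The paper makes *Gpx4* the most and *Cyp11a1* the least expressed gene in the testis, and the reverse in the cerebrum. Here *Cyp11a1* ranks 2 of 87 by ratio in the testis, with a log2 level of 8.34, and *Gpx4* ranks 2 by level there. In the cerebrum *Cyp11a1* ranks 75 by level and *Gpx4* 10.

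The paper puts the cerebrum near spleen and thymus in the tree of the oxidative stress genes. The thymus is its nearest tissue here, at 12.4, but in the average-linkage tree it joins a branch of 7 tissues, and under no setting run did it join spleen and thymus first. The paper finds 4 tissue pairs in both trees. Over the 87 genes 2 are found with average linkage, 3 with complete linkage, and all 4 with Ward linkage or 1 minus Pearson correlation. Average linkage missed lung with stomach narrowly, since the stomach joined spleen and thymus at 11.104 and lay 11.119 from the lung. It found this pair too without replicate 1, 2 or 5 and with the features equal to Table S1, but not without replicate 3 or 4.

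The paper calls *Gpx3* specific to the kidney. The kidney is highest, but lung (2.63), heart (1.35) and muscle are also over 2-fold above the other 9 tissues. For *Sod2* the paper names heart and muscle as highest, and muscle is above the kidney by 0.03 only (exact p = 0.619).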

Other observations

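The tests of other groupings were planned, but what each would show was written after their results were seen.

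Of 100 ways to group the samples only 1, the real one, gave as many as 14574 features that differ among the 10 tissues. The highest of the others gave 281. Variance between tissues was 96.0% of the total over all features, so another grouping could hardly match the real one. The test covers the total count and excludes chance for no single feature. The fold criterion alone also gave 14574, since 28017 of the 28853 features passed the F test. Added over the 10 tissues, 40497 calls of higher or lower genes were made, against 3175 in the highest of the others, and again 1 of 100, the real one, was as large.

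Among the genes called in the testis 49.1% were higher, the lowest share of the tissues, and in the lung 68.6% were, the highest. Quantile normalization gave 47.1% and 69.8%, and median centring 47.1% and 66.1%. The balance in the testis turns with other tests: treat against a 2-fold difference gave 3728 higher and 3026 lower, and the comparison with the nearest other tissue 2543 higher and 353 lower.

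Fat genes were highest in muscle, where all 9 measured were called higher (camera adjusted p = 7.11e-06, but 0.155 with an estimated correlation), with a mean log2 level of 7.20, and the thymus was next with 5.77. Heart muscle genes had a mean of 7.36 in the lung, where 5 of 7 were called (camera adjusted p = 0.0260, but 0.492 with an estimated correlation). The 8 measured epididymis genes had a mean of 2.35 in the testis, where 1 was lower and none higher (camera adjusted p = 0.638), so the testis samples show little of that duct. Counts adjusted over the list alone were the same for these lists. The paper does not report these levels.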
